# Histological, Immunological, and Genetic Analysis of Feline Chronic Gingivostomatitis

**DOI:** 10.3389/fvets.2020.00310

**Published:** 2020-06-03

**Authors:** Natalia Vapniarsky, David L. Simpson, Boaz Arzi, Nopmanee Taechangam, Naomi J. Walker, Carissa Garrity, Evelyn Bulkeley, Dori L. Borjesson

**Keywords:** feline oral mucosal disease, immune-mediated oral mucosal inflammation, transcriptome of chronic gingivostomatitis, immunophenotyping of FCGS, chronic feline stomatitis, immunohistochemistry of feline stomatitis

## Abstract

Feline chronic gingivostomatitis (FCGS) is an immune-mediated inflammatory condition affecting the oral mucosa that results in substantial pain and suffering. The goal of this study was to complete an in-depth immunohistochemistry analysis of affected FCGS mucosa, to perform and compare immune cell phenotypes in the blood of FCGS and healthy controls cats, and to determine a transcriptomic profile of the affected and normal oral mucosa of FCGS cats. We hypothesized that cats with FCGS would have circulating activated CD8+ T cells and that tissues would be infiltrated with activated B and T cells with a highly proinflammatory transcriptome. We found that oral mucosal tissues from cats with FCGS have high tissue infiltration of B cells and that T cells include both CD4+ and CD8+ lymphocytes. Cells positive for CD25 (IL2 receptor, indicative of lymphocyte activation) and FOXP3 (indicative of regulatory T cells) were scattered throughout the mucosa. Compared to healthy individuals, cats with FCGS had high circulating CD8+ effector memory cells with a concurrent decrease in central memory cells and evidence of circulating activated CD8+ T cells (CD25+, CD62L−). Gene expression in the affected tissues was enriched for genes associated with T-cell signaling, cell adhesion molecules, leukocyte migration, inflammatory signaling pathways, extracellular matrix-receptor interactions, cytokine-cytokine receptor interactions, and natural killer cell-mediated cytotoxicity, among others. These data are essential to understand disease pathogenesis, to inform mechanism of action studies for future and current therapies, and to help select prognostic biomarkers and potency assays for stem cell treatment of FCGS.

## Introduction

Feline chronic gingivostomatitis (FCGS) is an immune-mediated oral mucosal inflammatory disease of cats with a reported prevalence of 0.7–12% of the cat population in the United States and Europe (1). Immune-mediated diseases result from an imbalance of inflammatory cytokines leading to chronic inflammatory conditions (2). This condition is painful and debilitating and characterized by inflammation of the area lateral to the palatoglossal folds, gingiva, and occasionally the alveolar and the labio-buccal mucosa (1). Ulcerative or ulcero-proliferative lesions are often observed (3).

The etiology of FCGS is elusive and characterized by inappropriate immune response to an unknown antigenic stimulus, although underlying viral and bacterial etiologies have been proposed (4–6). In addition, a recent study demonstrated that cats with FCGS are more likely to live in households with greater than one cat. These data also suggest an underlying infectious etiology (7). Current standard treatments include extraction of premolar and molar teeth or the full dentition with or without supplemental immunosuppressive, pain and antibiotic therapy (1). However, ~30% of cats do not respond to the full mouth tooth extraction, and humane euthanasia, due to poor quality of life, may be elected by the cat's owner (8). Importantly, spontaneous resolution of FCGS has not been reported and curative clinical solutions are in high demand.

Complete blood phenotyping and immunohistochemical and transcriptomic analysis of diseased mucosal tissues in cats with FCGS have yet to be reported. Previous work from our group identified neutrophilia, increased CD8+ T cells and increased proinflammatory cytokines in the blood of cats with FCGS compared to healthy controls (9–11). One study used immunohistochemistry on diseased oral tissues to detect T cells (including CD4 and CD8), B cells and mast cells and found significant increases in the number of these cells within the lamina propria/submucosa of FCGS cats with a predominance of CD8+ cells over CD4+ cells (12). A different study used quantitative PCR on diseased tissues to detect a limited number of proinflammatory genes and toll-like receptors. The authors noted increased mRNA levels of a number of toll-like receptors and pro-inflammatory genes including TNF-α, IFN-γ, IL-1β, and IL-6 (13).

FCGS is a disease with a complex and likely a multifactorial etiology. The aim of this study was to perform a comprehensive evaluation of blood phenotype and oral mucosal immune cell infiltrates and gene expression profiles of healthy and diseased tissues from FCGS cats. We hypothesized that cats with FCGS would have circulating activated CD8+ T cells and that tissues would be infiltrated with activated B and T cells with a highly proinflammatory transcriptome.

## Materials and Methods

### Case Selection

Twenty-three edentulous cats affected by stomatitis (i.e., FCGS cats) were included in this study (7 females and 16 males). FCGS cats ranged from 3 to 14 years of age (median age of 7 years). Cats with FCGS had no other concurrent diseases. In addition, eight healthy age-matched control cats (5 male and 3 female) were included in this study with the age range of 7–14 years (median age of 10 years). Stomatitis index (SDAI) was determined for all cats. Briefly, the cat's owners completed a questionnaire and scored the appetite, activity level, grooming behavior and perceived oral comfort on a scale of 0 to 3. In addition, a board-certified veterinary dentist (BA), scored the severity of oral inflammatory lesions as 0 (no lesion), 1 (mild), 2 (moderate), and 3 (severe). The SDAI score for each cat was calculated (range = 0, no disease, to 20, severe disease). Blood and tissues were obtained with the approval of the animal care and use protocol at University of California (UC) Davis and with an owner-signed informed consent (#19170, Aug. 2016).

### Blood Analyses

A full CBC on blood preserved in EDTA was performed on FCGS (*n* = 23) and healthy (*n* = 8) cats (Bayer ADVIA 120; Bayer Diagnostics, Tarrytown, NY, http://healthcare.bayer.com, Veterinary Medical Teaching Hospital, School of Veterinary Medicine, UC Davis). Routine serum biochemistry was performed for all FCGS cats included in the study. Inclusion into this study was conditioned on no evidence of systemic illness and normal biochemistry panel with exception of hyperproteinemia and hyperglobulinemia (previously reported as common in cats with in FCGS) (10). All cats in this study were confirmed negative for FIV and FeLV. The cats were not tested for feline calicivirus. The mucosal tissues from FCGS cats were collected under general anesthesia from the area lateral to the palatoglossal folds using iris scissors. Full-thickness 6–8 mm biopsies were obtained from grossly affected mucosa and adjacent normal mucosa.

### Histology and Immunohistochemistry (IHC)

Routine histological evaluation was performed on mucosal samples from all 23 FCGS cats. Further histological and IHC analyses were performed on formalin fixed paraffin embedded (FFPE) specimens or fresh frozen tissues from FCGS cats by a board-certified pathologist (NV). Randomly chosen oral mucosa tissue samples from FCGS cats (*n* = 5) were preserved fresh frozen (for detection of CD4 and CD8 antigens) and FFPE (*n* = 5) for detection of the remainder antigens (CD3, CD20, CD25, and FOXP3). All samples were sectioned at 4 μm and processed for routine histology and IHC labeling. In brief, FFPE sections were deparaffinized in xylene and exposed to decreasing concentrations of ethanol followed by water and Tris- buffered saline with Tween. For all IHC sections, endogenous peroxidase activity was blocked by incubation in 0.3% hydrogen peroxide in methanol for 30 min. Antigen retrieval was performed on FFPE samples according to procedures optimized for each antibody (Table 1). Sections were blocked with 1% Fc block (FcR Blocking Reagent, Miltenyi Biotec) and 15% donkey serum in Tween. Sections were incubated with primary antibody (Table 1) overnight at 4°C followed by two consequent washes and application of secondary antibody for 1 h at room temperature. ABC-vectastain kit and NovaRed Peroxidase Substrate Kit (Vector Laboratories) or Diaminobenzidin (DAB) were used for antigen detection in feline samples. The IHC slides were counterstained with Modified Mayer's Hematoxylin (Richard Allan Scientific), then washed in Scott's tap water to blue the stain. Slides were dehydrated and cover slipped using Shandon-Mount mounting medium (Thermo Fisher Scientific). Histological images were viewed and acquired on Olympus BX40 equipped with Olympus DP72 camera and cellSens XV image processing software. All IHC images were captured at 100x and 400x magnifications. The 100x magnification covered the majority of the tissue section, and areas with most intense inflammatory infiltration were positioned in the middle of the capture.

**Table 1:** IHC antibodies and reagents.

	**1-ry Ab**	**2-ry Ab**	**Antigen retrieval**
CD3 (T cells)	Rat anti-feline CD3, clone 3–12, diluted 1/10; Leukocyte Antigen Biology Laboratory, UCD School of Veterinary Medicine, Davis, CA	Anti-rat link; 4+ Detection System (HP604 Biocare Medical, Concord, CA)	Dako Target Retrieval Solution (S1699; Agilent Technologies)
CD4 (T helper cells)	Mouse Clone FE1.7B12, Leukocyte Antigen Biology Laboratory, UC Davis (LABL), 1/10 dilution	Anti-mouse peroxidase (Vectastain ABC kit, Vector Laboratories)	Frozen sections—no antigen retrieval
CD8 (T cytotoxic cells)	Mouse Clone Fe1.10E9, LABL, 1/10 dilution	Anti-mouse peroxidase (Vectastain ABC kit, Vector Laboratories)	Frozen sections—no antigen retrieval
CD25 (T regulatory cells)	Mouse 4C9, 1 μg/ml (1:10 dilution) (Millipore Sigma)	Anti-mouse peroxidase (Vectastain ABC kit, Vector Laboratories)	FFPE IHC, Ag retrieval 1 mM EDTA, 0.05% Tween-20 pH 8.5, steamer 45 min
FOXP3 (T regulatory cells)	Mouse 157B/F4 hybridoma supernatant undiluted (gift of Dr. Alison Banham, University of Oxford, Oxford, UK)	Anti-mouse peroxidase (Vectastain ABC kit, Vector Laboratories)	FFPE IHC, Ag retrieval Citrate buffer, pH 6.0 (Dako)
CD20 (B cells)	Rabbit anti-CD20 (NeoMarker RB-9013-P1; 1/300; Thermo Fisher Scientific)	Anti-rabbit link, 4+ Detection System (GR608, Biocare Medical, Concord, CA)	Dako Target Retrieval Solution (S1699; Agilent Technologies)

### Blood Immunophenotyping

Lymphocyte phenotyping was performed with flow cytometry on either whole blood (CD3, CD4, CD8, and CD21) or on Ficoll isolated peripheral blood mononuclear cells (PBMCs; CD25, FOXP3, CD62L, CD45R). Full lymphocyte phenotyping was performed on randomly selected 12 FCGS and six healthy control cats. For CD3, CD4, CD8, and CD21 immunophenotyping, 100 μL aliquots of whole blood from diseased and healthy patients were prepared and incubated with a primary antibody (either conjugated or unconjugated) for 30 min at room temperature. Blood was subjected to RBC lysis with ammonium chloride buffer for 10 min at room temperature. The cells were then washed twice in flow buffer (DPBS –Ca –Mg + 2% FBS (Atlanta Biologics), 2 mM EDTA, in DPBS). Samples labeled with an unconjugated primary antibody were then incubated with a secondary antibody diluted in 100 μL flow buffer, for 20 min at room temperature. Antibody information is detailed in Table 2. Labeled cells were analyzed on FC500 flow cytometer (Beckman Coulter using Cytomics CXP software (Beckman Coulter) and FlowJo software (Ashland, OR).

**Table 2:** Flow cytometry antibodies, clones, and source.

**Antigen**	**Clone**
CD4 (blood)	Mouse FE1.7B12, unconjugated [Leukocyte Antigen Biology Lab, UC Davis (LABL)], 25 μL
CD8 (blood)	Mouse FE1.10E9, unconjugated (LABL), 25 μL
CD21 (blood)	Mouse CA2.1D6, unconjugated (LABL), 25 μL
CD4 (Ficoll)	Mouse FE1.7B12, biotinylated (LABL), 0.25 μL or 3-4F4 (Southern Biotech), 1 μL
CD8 (Ficoll)	Mouse FE1.10E9 unconjugated (LABL), 1 μL
CD45R (Ficoll)	Mouse RA3-6B2(B220) APC-Cy7 (BioLegend), 1.25 μL
CD25 (Ficoll)	Mouse 9F23-FITC (gift from Dr. Ohno, U. Tokio), 0.2 μL
CD62L (Ficoll)	Mouse LAM1-116-APC (MyBioSource), 0.8 μL
FOXP3 (Ficoll)	Mouse FJK-16Ss-APC (eBioscience), 2.5 μL
Anti-mouse Ig (H+L), F(b)'2	(Jackson Immuno) Donkey α mouse-PE 1:50
Streptavidin-PE	(BD Biosciences) 1:2,000

For detection of CD45R, CD62L, CD25, and FOXP3 antigens, blood was Ficolled to separate PBMCs, following an established method (14) with some modifications. Briefly, blood was diluted with 2 volumes of warm Tyrodes HEPES buffer (12 mM NaHCO_3_, 138 mM NaCl, 2.9 mM KCl, 10 mM HEPES, 2.5 mM EDTA, pH 7.2). Diluted blood was layered on top of a discontinuous gradient (Ficoll-Paque Plus diluted 6:1 with sterile water, on top of Histopaque-1.119) (Sigma, St. Louis, MO). Samples were centrifuged at 400 g for 20 min with no brake. The PBMC layer was transferred into a fresh tube and washed twice with DPBS before resuspending in flow buffer and labeling cells. Cell surface markers were labeled as detailed above. Samples for intracellular FOXP3 labeling were further processed using a FOXP3 fixation/permeabilization kit (eBioscience), following the manufacturer's instructions. They were then washed twice in flow buffer containing 0.1% saponin (Perm/Wash buffer), and blocked with 2% rat serum in Perm/Wash for 15 min before the FOXP3 antibody was added. Cells were incubated at 4°C for 30 min, then washed twice with Perm/Wash, before suspension in flow buffer. All samples were read on an FC500 cytometer and analyzed with FlowJo software, as described above. The gating strategy is depicted in Figure 1.

**Figure 1:**
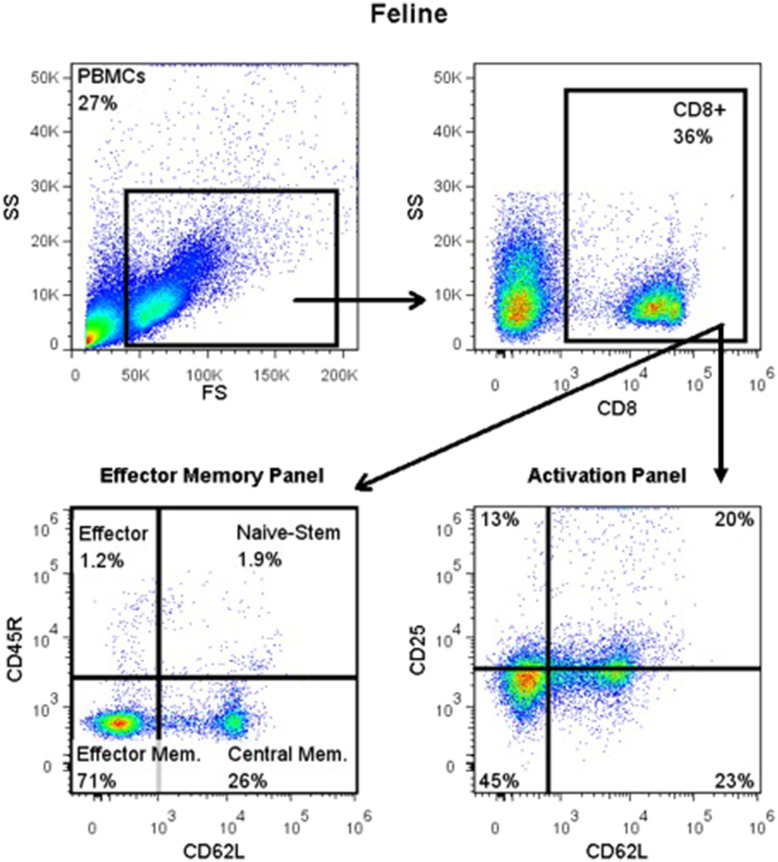
Flow cytometry gating strategy for immunophenotyping of immune cells in the systemic circulation of FCGS (*n* = 12) patients along with healthy (*n* = 6) controls. General lymphocyte population was identified first using forward and side scatter. Next, CD8 immunofluorescent cells were selected out of the lymphocyte gate. Within CD8 gate, percentages of effector memory (CD8+CD45-CD62L−) and central memory (CD8+CD45-CD62L+) cells were interrogated. Similarly, within the CD8 positive population, percentages of activated CD8 cells were quantified (CD8+CD25+CD62L−). CD45R antibody utilized here (also known as CD45RABC) recognizes three (A, B, and C) exons of the CD45 protein. These exons are alternatively spliced to generate up to eight different protein products featuring combinations of zero, one, two, or all three exons. CD45 isoforms show cell-type and differentiation-stage specific expression, a pattern which is quite well-conserved in mammals. These isoforms are often used as markers that identify and distinguish between different types of immune cells. Naive T lymphocytes are typically positive for CD45RA, which includes only the A protein region. Activated and memory T lymphocytes express CD45RO, the shortest CD45 isoform, which lacks all three of the A, B, and C regions. This shortest isoform facilitates T cell activation (15).

### Transcriptome Analysis

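Biopsies of FCGS lesions and of healthy oral mucosa from 3 cats were sequenced as 6 RNA libraries, 1 lesion and 1 healthy library per cat. FCGS lesions are chronically inflamed oral mucosa. The sample labels name the cats Bart, Jerome and Sadie and state that both biopsies of a pair came from the same animal. The labels describe strand-specific libraries of polyadenylated RNA, made from 200 ng of total RNA with 15 cycles of PCR. For the reads, the labels give single reads of 50 bp, whereas the paper gives paired reads of 100 bp, and the values do not show which holds.
The authors deposited FPKM, fragments per kilobase of transcript scaled for library size, for the same Ensembl identifiers in every library. The submitters' processing notes name bcl2fastq, HISAT, Cufflinks and Cuffnorm, and the genome build is not given in the sources used here. FPKM summed to 1382122 in the lesion and 1429495 in the healthy library of Bart, to 1767520 and 1903773 in those of Jerome, and to 1673795 and 1754492 in those of Sadie. The number of reads is not in the files, but values under 0.1 FPKM step by whole reads. From these steps the scaling of the libraries differed by up to 1.77 times, between healthy mucosa of Bart (highest) and the lesion of Sadie (lowest). This is a ratio of reads only if the values were scaled by reads alone, and the settings of Cuffnorm are not given.
Values below 1 FPKM were raised to 1, as the header of Supplemental Table 1 describes, and log2 values were compared, which understates the change of weakly expressed genes. The 13327 identifiers with at least 1 FPKM in at least 3 of the 6 libraries were tested with limma, with p-values adjusted by Benjamini-Hochberg. Gene names came from the 1981 rows of Supplemental Table 1 at hand, of the paper's 2310 genes. The lesion and healthy values of each row matched exactly 1 identifier to 5 significant digits. This named 1929 identifiers, all at least 2-fold different between the tissues, so a gene not mentioned was not necessarily measured as unchanged. The rows not used here hold the folds below -5.20, so the strongest falls carry no name.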

Diseased and adjacent healthy mucosal tissues from three, randomly selected FCGS cats were flash-frozen for RNA isolation and transcriptome analysis. Briefly, transcriptome is a study of all genes for which there is RNA transcription that allows determination of which genes are up- or down-regulated in comparison to normal tissue (16). Total RNA was isolated using the RNeasy Mini Kit (Qiagen). The RNA quantity and quality were assessed on a NanoDrop spectrophotometer (Thermo Scientific). RNA library preparation and next generation sequencing were performed according to previously described methods (17). Briefly, 200 ng of total RNA were used for indexing and library preparation which were carried out at the UC Davis Comprehensive Cancer Center's Genomics Shared Resource facility. The libraries were then enriched by high-fidelity PCR amplification (15 cycles) with KAPA HiFi HotStart DNA Polymerase and adapter-specific primers. Subsequently, libraries were combined for multiplex sequencing on an Illumina HiSeq 4,000 System (100-bp, paired-end; ~30 million reads/sample) (18). Expression data was compared between groups (healthy and diseased tissues) and those genes with at least 2-fold expression between healthy and diseased tissue were identified.

### Statistical Analyses

The immunophenotyping data was analyzed with GraphPad Prism version 6.05 software (GraphPad San Diego, CA). The statistical significance between healthy and diseased patients was determined by two-tailed paired *t*-test. A *p*-value < 0.05 was considered statistically significant. Transcriptome analyses data were normalized and analyzed (by DLS) for hierarchical clustering and principle component analysis using JMP (version 14; Cary, NC). Additional analysis was completed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; David.ncifcrf.gov) (19) to assess functional enrichment based on differentially expressed genes between healthy and diseased tissues. Functional KEGG Pathway terms with a false discovery rate < 1 were compared to background values to generate an enrichment score and *p*-values.

## Results

### Clinical Presentation of FCGS

All cats with non-responsive FCGS were edentulous and dental radiographs confirmed the absence of root tips. In all cats, there was severe ulcerative inflammation lateral to the palatoglossal folds and buccal mucosa with some inflammation at the attached gingiva in the area of the premolar-molar teeth. The SDAI scores ranged from 6.25 to 18.27 (mean 18.27). At the time of tissue collection, all cats were receiving pain medication (buprenorphine) and no cats were receiving immunosuppressive therapy, antibiotics or any oral health care products.

### Blood Analysis of FCGS Cats Compared to Healthy

Table 3 summarizes the WBC parameters for cats with FCGS compared to healthy controls. Similar to previous reports, cats with FCGS had a significantly higher WBC count (average 13.41) than healthy controls (9.09; *p* = 0.003) due to increased numbers of neutrophils. Specifically, 39% of the cats presented with a leukocytosis (9/23 cats had a WBC count above the reference interval) due to neutrophilia. Cats with FCGS had normal percentage of CD4+ T cells however the percentage of CD8+ T cells was significantly increased compared to healthy cats (*p* = 0.001) with a resultant decrease in the CD4/CD8 ratio (*p* = 0.01) compared to healthy cats (10). The circulating percentage of CD21+ B cells was also significantly decreased in FCGS cats compared to healthy control cats (*p* = 0.03).

**Table 3:** Differential cell counts in the peripheral blood of FCGS patients compared to healthy controls.

**Parameter**	**Category**	***n***	**Average**	**Patient range**	***P*-value**
WBC number	FCGS	23	13.41	3.9–28.1	**0.003**
	Control	8	9.09	4.4–12.8	
# Lymphocytes	FCGS	23	2.02	0.74–4.87	0.78
	Control	8	2.17	0.67–4.35	
# Neutrophils	FCGS	23	10.14	2.14–22.71	**0.001**
	Control	8	5.87	2.40–8.12	
% CD4+ T cells	FCGS	23	21.9	10.9–35.9	0.24
	Control	8	25.4	15.5–33.1	
% CD8+ T cells	FCGS	23	24.6	10.8–42.7	**0.001**
	Control	8	15.3	8.2–22.2	
CD4/CD8 ratio	FCGS	23	1.00	0.30–2.18	**0.01**
	Control	8	1.77	1.02–3.13	
% CD21+ B cells	FCGS	23	29.1	7.5–14	**0.03**
	Control	8	38.7	1.2–14.9	

*Bold values indicate statistical significance*.

### FCGS Cats Have Profound B and T Cell Tissue Inflammation With Scattered CD25+ Activated Lymphocytes

Histologically, the affected tissues were heavily infiltrated by lymphocytes and plasma cells. According to the suggested histological grading scheme, the severity of lesions ranged from grade 2 to grade 3 (20). In the majority of cases (16/20; 80%), the inflammatory cells were distributed in a band-like pattern encompassing and obscuring the border between epithelium and submucosa (Figure 2, H&E). In the remainder of the cases inflammatory cell infiltration was more scattered or formed indiscrete aggregates. In the majority of cases the mucosal epithelium was hyperplastic with four to 15 keratinocyte layers and prominent rete pegs that extended deep into the submucosa. The submucosal capillaries were congested and lined by plump endothelial cells. There was no evidence of bacteria or viral inclusions or other cytopathology suggestive of viral infection. Lymphocytic infiltrate was dominated by plasma cells with occasional to abundant mott cells (Figure 2, CD3 and CD20). Neutrophils were primarily observed in sections where the mucosa was ulcerated. Occasional neutrophilic aggregates (microabscesses) were observed in the hyperplastic mucosal epithelium adjacent to the ulcerated locations. Mast cells, dendritic cells, and macrophages were occasionally observed and no other cell types such as basophils or eosinophils were present in the examined sections.

**Figure 2:**
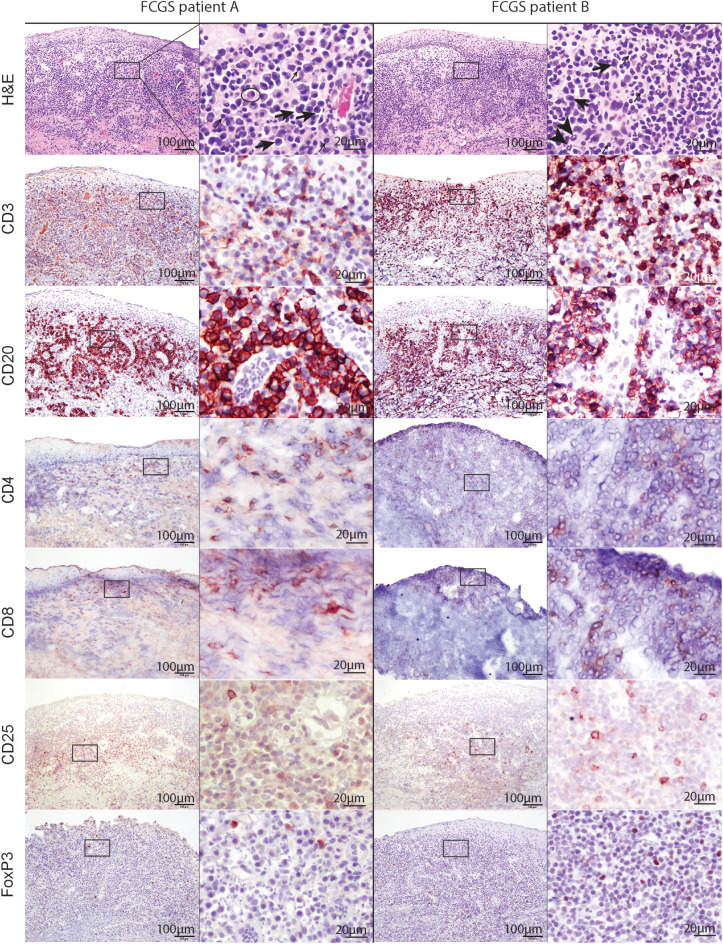
Low (100x) and high (400x) magnification images of hematoxylin and eosin and immunohistochemical sections from two different FCGS patients. The rectangle on low magnification image indicates the area captured on high magnification. Note the abundance of plasma cells (thick arrow) and occasional mott cells (ellipse) in the sections of feline patients relative to a fewer lymphocytes (thin arrow) and neutrophils (arrow head). Mott cell is a plasma cell which cytoplasm is expanded by accumulation of immunoglobulins. Scale bar = 100 μm on low (100x) magnification captures and 20 μm on high (400x) magnification captures.

T and B cells heavily infiltrated the affected tissues (Figure 2, CD3, and CD20). T cells were present in the superficial mucosa and submucosa (Figure 2, CD3) whereas B cells and mott cells were restricted to the submucosa (Figure 2, CD20).

CD4 and CD8 immunoreactive cells followed the general pattern of T cell distribution (i.e., were primarily located in the mucosa and submucosa). CD25 immunoreactive cells were located in the superficial submucosa and rarely in the mucosa. FOXP3 immunolabeling was primarily nuclear with occasional sections showing cytoplasmic labeling. FOXP3 positive cells were scattered throughout the superficial submucosa, similar to CD25.

### FCGS Cats Have Increased Circulating CD8+ Effector Memory Cells and Activates CD8+ T Cells

The most notable and consistent lymphocyte phenotype alteration in FCGS cats was a significant increase in CD8+ effector memory cells (*p* < 0.0001) with an associated reduction in central memory cells (Figure 3A). These CD8+ T cells also had an activated phenotype with increased percentages of CD25+ CD62L- cells (*p* < 0.03; Figure 3B), primarily due to cells that were variably CD25+ but consistently CD62L- (*p* < 0.0001). No significant difference was detected in the activated CD4+ T cell phenotype but the trend was similar to that of activated CD8+ T cells (*p* = 0.066; Figure 3C). There was no difference in FOXP3 expression on CD4 or CD8 positive T cells between healthy and diseased cats. However, 50% of the FCGS cats had notable increases in FOXP3 positive cells (both CD8+ and CD4+, Figures 3D,E). The average CD4+FOXP3 in healthy cats was ~6% FOXP3+ cells. FCGS cats with increased CD4+FOXP3 ranged from 8.3 to 31.8%.

**Figure 3:**
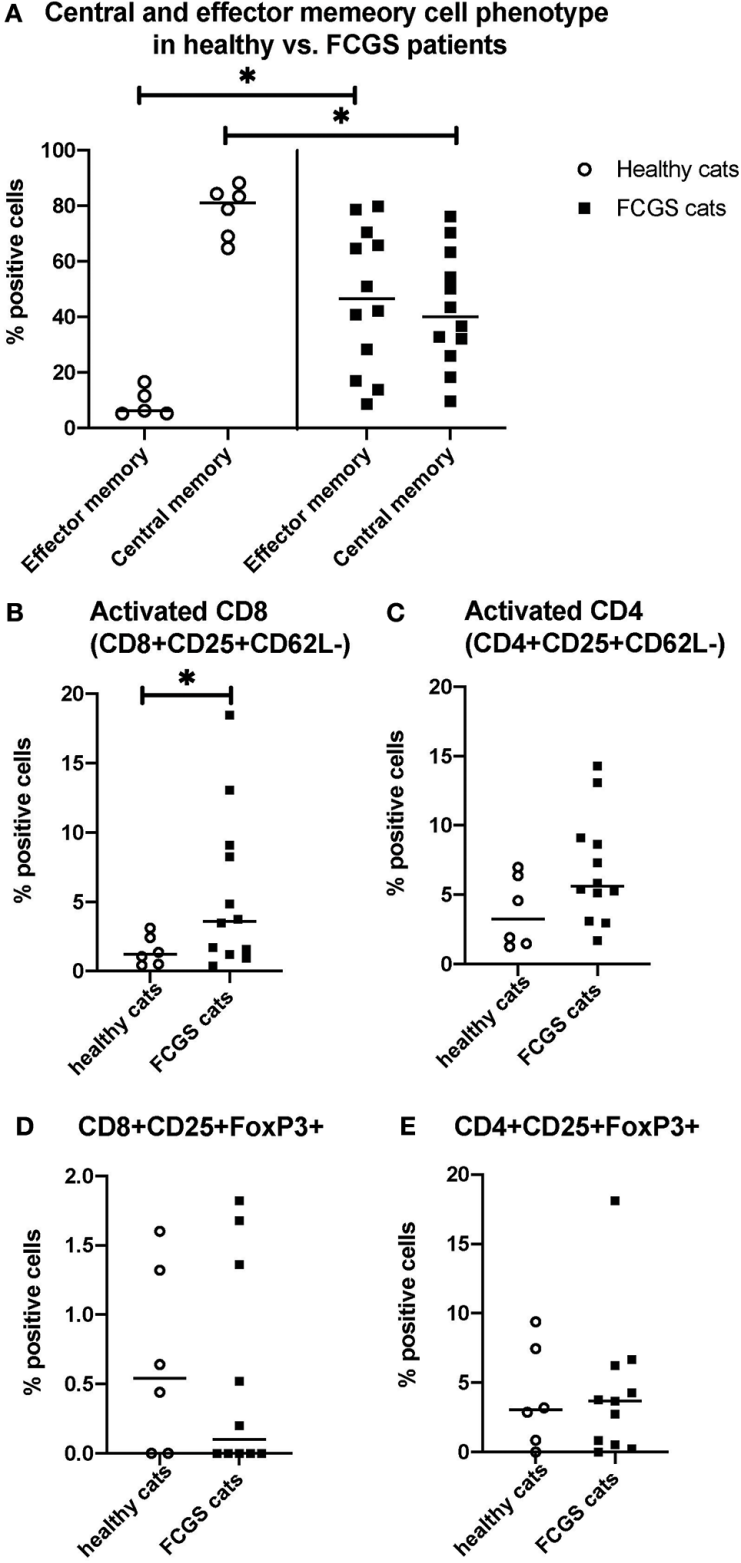
Quantitative assessment of selected immunophenotypes in the circulation of FCGS (*n* = 12) patients compared to healthy controls (*n* = 6), respectively. Significant differences are highlighted by a line with and asterisk. The Y axes reflect the percentage of immunoreactive cells relative to the total lymphocyte population in the sample. **(A)** Percentages of central and effector CD8+ cells in the systemic circulation in healthy and FCGS patients. Percentage of the effector memory (CD8+CD45-CD62L−) lymphocytes is significantly higher in FCGS patients than in healthy controls (*p* < 0.05). Percentages of central memory (CD8+CD45-CD62L+) lymphocytes are significantly lower in FCGS patients than in healthy controls (*p* < 0.05). **(B)** Percentages of activated CD8+ cells are significantly higher in the circulation of FCGS patients than in healthy controls (*p* < 0.05). **(C)** Percentages of activated CD4+ cells are trending higher than in healthy controls. **(D,E)** Percentages of CD25+ FOXP3+ CD8+ and CD25+ FOXP3+ CD4+ lymphocytes, respectively, are trending higher in the FCGS patients.

### Oral Mucosal Lesions From FCGS Cats Are Enriched in Genes Associated With T Cell Signaling, Leukocyte Adhesion, Inflammatory Signaling, and NK Mediated Cytotoxicity Among Others

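In FCGS lesions, 2426 identifiers were at least 2-fold higher than in healthy mucosa and 1776 were at least 2-fold lower, 4202 in all. IDO1, the interferon-induced enzyme that degrades tryptophan, averaged 619 ± 113 FPKM in lesions (SD, n = 3 cats) and 81.6 ± 73.8 FPKM in healthy mucosa (SD, n = 3). This log2 difference of 3.28 (standard error 0.61, adjusted p = 0.029 from limma) was positive in every cat. Of 19 genes of the interferon gamma response, 5 had a name and 3 rose, with 4 past the test when adjusted over the list alone. Without the lesion of Jerome, without either library of Sadie, without Jerome or without Sadie limma called 0 of the 5 (3 to 4 at an unadjusted p under 0.05). IRF8, a transcription factor of myeloid cells and B cells, rose by a log2 difference of 1.76 (adjusted p = 0.029). CXCL9, a chemokine that attracts activated T cells, rose by 2.19 on the same scale (adjusted p = 0.036). In the other direction, B3GALNT1, the glycosyltransferase that makes globoside, fell from 93.2 ± 19.4 FPKM in healthy mucosa to 18.1 ± 4.21 FPKM in lesions (SD, n = 3 each), a log2 difference of -2.37 (standard error 0.27, adjusted p = 0.019). Stronger falls, with folds below -5.20, carry no name.
The 2-fold count uses the difference of mean log2 values and no test, so it says nothing of the spread between cats. Of the 4202 identifiers, 3564 differed in the same direction in every cat and 1454 passed limma at an adjusted p under 0.05 (2620 with the cat as a block). Required to reach 2-fold in every cat, 2081 remained, 1174 higher and 907 lower. IDO1 kept its call in 1 of the 9 fits that left out 1 library or 1 cat. Its adjusted p from limma was highest without the cat Sadie, at 0.26. That fit gave the same value to CCR1, TGM2 and SERPING1, so it is not specific to IDO1.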

We found 2,310 genes that were differentially regulated at least 2-fold between diseased and healthy cat tissues. Within the differentially expressed genes, 1,331 genes were upregulated, and 979 genes were downregulated. 

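Among the genes with a name that passed limma with the same direction in every cat, the 10 largest rises in FCGS lesions spanned log2 differences of 3.31 to 3.84. GREM1, a secreted antagonist of bone morphogenetic proteins, rose from 16.0 ± 7.95 FPKM in healthy mucosa to 229 ± 138 FPKM in FCGS lesions (SD, n = 3 cats each; adjusted p = 0.023 from limma). FCRL2, an Fc receptor-like protein of B cells, rose by a log2 difference of 3.75 (standard error 0.52, adjusted p = 0.022). TMEM176A rose by 3.74 (standard error 0.38) and its neighbouring paralog TMEM176B by 3.55 (standard error 0.42). TGM2, tissue transglutaminase, which cross-links matrix proteins, rose by 3.36 (standard error 0.37, adjusted p = 0.019). POU2F2, the lymphoid transcription factor Oct-2, reached 18.6 ± 6.17 FPKM in lesions against 2.03 ± 1.63 FPKM in healthy mucosa (SD, n = 3 each; adjusted p = 0.026). DERL3, a factor of protein degradation at the endoplasmic reticulum, reached 136 ± 89.5 FPKM against 12.8 ± 8.54 FPKM (SD, n = 3 each; adjusted p = 0.034). The other 3 were GNG8, BEX5 and TRAM2, and BEX5 did not keep its call after quantile normalization (adjusted p = 0.053).
The 10 largest named falls past limma lay between -2.38 and -2.35. Folds below -5.20 carry no name, so these genes lie next to that limit and are not the strongest falls. Their range cannot be set against that of the rises. TGM5, the transglutaminase of the cornified envelope, fell from 5.63 ± 2.45 FPKM to 0.354 ± 0.245 FPKM (SD, n = 3 each; adjusted p = 0.026). GLTP, a glycolipid transfer protein, fell from 94.9 ± 10.4 FPKM to 18.9 ± 4.68 FPKM (SD, n = 3 each; adjusted p = 0.019). PLB1, a phospholipase, fell by 2.38 on the log2 scale (standard error 0.34, adjusted p = 0.022). PHYHD1, B3GALNT1, DNASE1L3, MVK, SPTLC3, REEP4 and USP2 completed this group, and REEP4 lost its call with 0.1 FPKM added to every value (adjusted p = 0.051). None of the 10 largest rises or falls over all identifiers past limma had a name. ENSFCAG00000012749, unnamed, fell from 4212 ± 2247 FPKM to 21.0 ± 31.1 FPKM (SD, n = 3 each; log2 difference -8.96, adjusted p = 0.023). ENSFCAG00000024415 was listed at 0 in every healthy library and averaged 42.6 ± 19.6 FPKM in lesions (SD, n = 3).
All 20 named genes stayed past the test with the cat as a block. Without the cat Bart, 14 of the 20 did, and without Jerome, without Sadie or without either library of Sadie limma called 0 (20 at an unadjusted p under 0.05 in each).

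**Figure D1:**
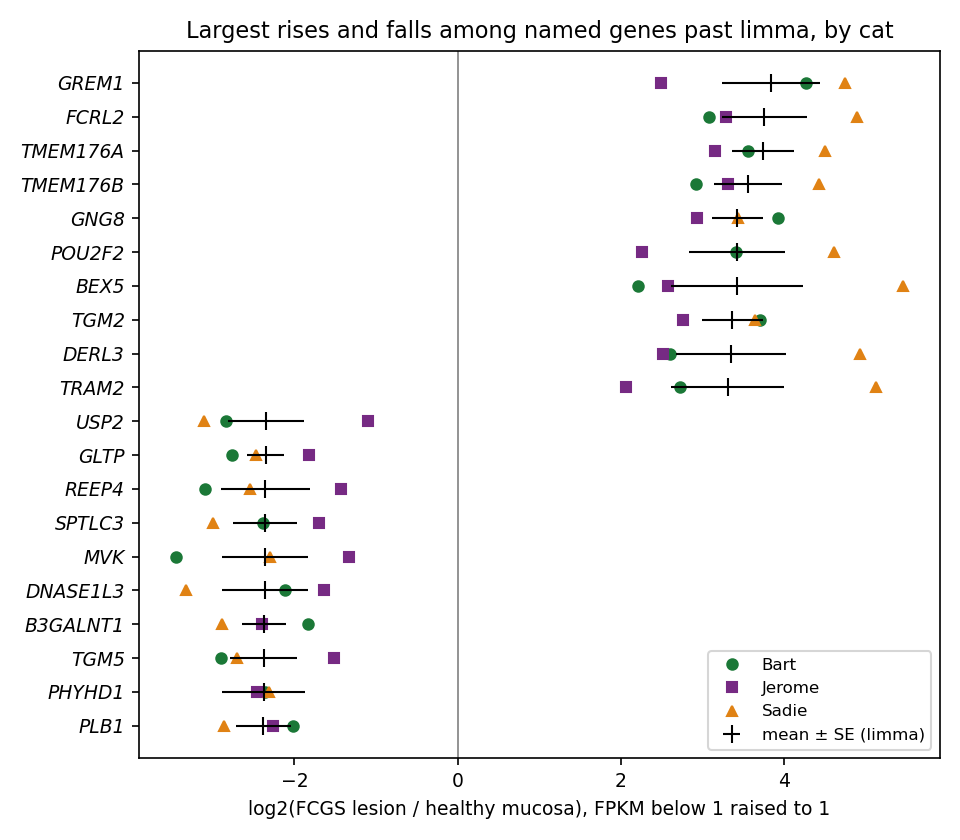
Log2 difference of FCGS lesion and healthy mucosa (horizontal axis) for the 10 largest rises and 10 largest falls among named genes past limma (vertical axis), with 1 point per cat and the mean with its standard error from limma in black. All 3 cats lie on the same side of 0 for each of the 20 genes, as their choice required. Folds below -5.20 carry no name, so the falls shown are not the strongest.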

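The 3 FCGS lesions fell into one cluster and the 3 healthy biopsies into the other when the 6 libraries were clustered over the genes at least 2-fold different. All 6 libraries were placed with their own tissue, and the lesions of Jerome and Sadie merged first. The lesion of Bart joined them last and formed a cluster of its own when 3 clusters were drawn. Over all 13327 tested genes, the lesions of Jerome and Sadie correlated at r = 0.948, whereas the lesion of Bart reached r = 0.821 with that of Jerome and r = 0.835 with that of Sadie (Pearson, across genes, which are not independent replicates). Healthy mucosa of Jerome and Sadie correlated at r = 0.937, and that of Bart with them at 0.898 and 0.868. Between lesion and healthy mucosa of the same cat, r was 0.745 in Bart, 0.851 in Jerome and 0.794 in Sadie.
KRT4, the keratin of mature oral epithelial cells, did not follow the clusters: it measured 8.99 FPKM in the lesion and 2089 FPKM in the healthy mucosa of Bart, against 2534 FPKM and 569 FPKM in the lesions of Jerome and Sadie, whose healthy libraries list it at 0 (log2 difference 4.20, adjusted p = 0.47 from limma). Ward clustering on values standardized per gene was used, with no test. Genes chosen for a difference between the tissues favour a split by tissue, so the clustering was repeated over all 13327 genes, where again 6 of 6 libraries fell with their own tissue.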

Cluster analysis of the 2,310 differentially expressed genes reveled clear clustering of diseased and healthy tissues (Figure 4A). 

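The first principal component separated FCGS lesions from healthy mucosa and held 54.9% of the variance of the genes at least 2-fold different. Every lesion loaded positively on it, from 0.67 (Bart) to 0.81 (Sadie), and every healthy library negatively, from -0.69 (Bart) to -0.79 (Jerome). The second component held 18.0% and set the cat Bart apart, with loadings of -0.58 for the lesion and -0.46 for the healthy library, against 0.23 to 0.46 for the libraries of Jerome and Sadie. Skeletal muscle genes differed between biopsies of the same tissue. CKM, the creatine kinase of muscle, measured 1234 FPKM in the lesion of Jerome, 1041 FPKM in the lesion and 716 FPKM in the healthy mucosa of Sadie, and 1.33 FPKM or less in the other 3 libraries. All 22 named muscle genes had their 3 highest values in those same 3 libraries.
The components came from the correlation matrix of the 6 libraries over median-centred log2 values, with no test. Over all 13327 tested genes, the components held 50.4% and 22.4%.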

Principle component analysis revealed similar clustering of genes on components of disease state such that genes from diseased tissues clearly clustered together (Figure 4B). DAVID's platform analysis of upregulated genes (diseased vs. healthy tissues) revealed 1.8–4.7-fold enrichment of genes associated with T-cell signaling, cell adhesion molecules, leukocyte trans-endothelial migration, NF-kappa B signaling pathways, extracellular matrix-receptor interactions, cytokine-cytokine receptor interactions, complement and coagulation cascades, Fc-gamma mediated phagocytosis, and natural killer cell mediated cytotoxicity, among others pathways (Supplemental Table 1). Conversely, DAVID's platform analysis of downregulated genes revealed 1.5–3.1-fold enrichment of genes associated with Axon guidance, Metabolic pathways, Rap1 signaling pathway, Hippo signaling pathway and tight junctions (Supplemental Table 1).

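Some genes of T cell signaling, leukocyte adhesion and cytokine reception rose in FCGS lesions. Of 34 genes of T cell receptor signaling, 22 had a name, 8 rose and 1 fell (13 and 1 when adjusted over the list alone, 20 and 1 with the cat as a block). CD28, the costimulatory receptor of T cells, rose by a log2 difference of 2.20 (standard error 0.39, adjusted p = 0.028 from limma). TEC, a kinase of lymphocytes and other blood cells, was the member that fell, by 1.58 on the log2 scale (adjusted p = 0.028), and was chosen after its values were seen. Of 43 cell adhesion molecules, 25 had a name, 14 rose and none fell (20 adjusted over the list alone, 24 with the block). Among them ITGA4, the integrin that binds endothelial VCAM1, rose by 2.20 (adjusted p = 0.020), and CD80, the ligand of CD28, by 2.48 (adjusted p = 0.023). Of 43 genes of leukocyte transendothelial migration, 24 had a name, 11 rose and 2 fell (19 and 2 both adjusted over the list alone and with the block). The 2 that fell, EZR (log2 difference -1.73, adjusted p = 0.019) and CTNND1 (log2 difference -1.44, adjusted p = 0.021), encode ezrin and p120-catenin, proteins of the epithelial cortex and junctions. Of 53 genes of NF-kappa B signaling, 21 had a name and 5 rose (5 adjusted over the list alone, 19 with the block), among them BTK, a kinase of B cell receptor signaling (log2 difference 2.42, adjusted p = 0.039, but 0.053 with 0.1 FPKM added). Of 101 cytokines and cytokine receptors, 52 had a name and 10 rose (8 adjusted over the list alone, 38 with the block). CCR1, a chemokine receptor of myeloid cells, rose by 2.72 (adjusted p = 0.018), and IL10 by 2.48 (adjusted p = 0.024).
Names exist for genes at least 2-fold different in the study, so the counts are not independent evidence of a direction, and no set test was run on them. The 328 strongest falls carry no name, so strongly lower members of any list are not counted. The balance of rises and falls thus leans toward rises. The lists were written after Supplemental Table 1 had been read.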

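Some genes of complement and phagocytosis were higher in FCGS lesions and others lower, and some genes of blood vessels were higher. Of 59 genes of complement and coagulation, 23 had a name, 6 rose and 1 fell (6 and 1 when adjusted over the list alone, 16 and 1 with the cat as a block). SERPING1, the C1 inhibitor, rose by a log2 difference of 2.05 (adjusted p = 0.021 from limma), and CD59, which protects cells from complement lysis, fell by 1.28 on the log2 scale (adjusted p = 0.028). Of 54 genes of Fc gamma receptor phagocytosis, 23 had a name, 10 rose and 5 fell (11 and 7 adjusted over the list alone). INPP5D, the phosphatase SHIP1 of blood cells, rose by 1.88 (adjusted p = 0.023), whereas RAC1, a small GTPase of most cell types, had a log2 difference of -1.02 (adjusted p = 0.023). Of 40 genes of natural killer cell cytotoxicity, 20 had a name and 6 rose (10 adjusted over the list alone, 18 with the block), including ITGB2 (log2 difference 2.35, adjusted p = 0.025), the beta chain of the leukocyte integrins. Of 54 genes of extracellular matrix-receptor interaction, 27 had a name and 1 rose (0 adjusted over the list alone, 13 at an unadjusted p under 0.05, 17 with the block). That gene was ITGA5, the fibronectin receptor, with a log2 difference of 1.81 (adjusted p = 0.044). VWF, the clotting factor of endothelial cells, was at 2.59 (adjusted p = 0.068, and 0.022 with the block). Of 17 endothelial markers, 13 had a name, 4 rose and none fell (10 adjusted over the list alone, 13 with the block), with PLVAP, a protein of vessel fenestrae, at 262 ± 92.0 FPKM in lesions and 70.4 ± 10.8 FPKM in healthy mucosa (SD, n = 3 cats each; adjusted p = 0.023).
Over the lists for the 9 pathways the paper names, 185 distinct members had a name, 51 rose and 9 fell (136 and 10 with the block). Members among the 328 strongest falls are not counted. Without the cat Bart 92 of the 185 passed limma, and without Jerome, without Sadie or without either library of Sadie 0 did (92 to 124 at an unadjusted p under 0.05).

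**Figure D2:**
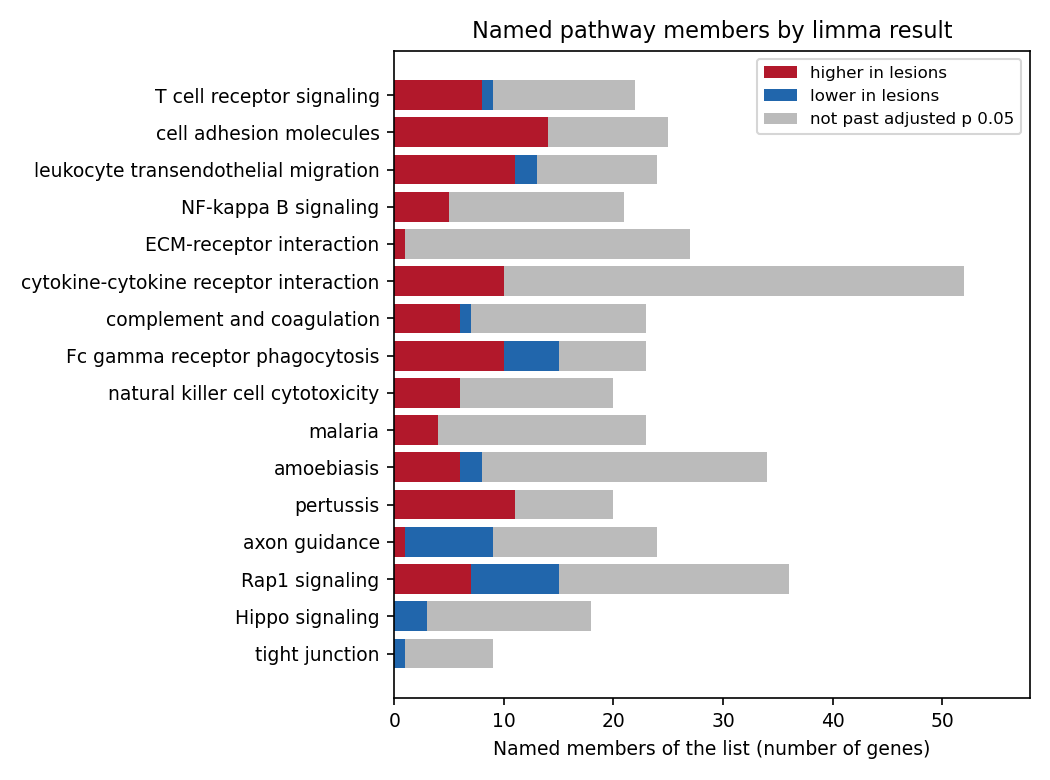
Number of named members (horizontal axis) of lists for pathways that the paper names (vertical axis). The members of each list were chosen here, after Supplemental Table 1 had been read, and are not the paper's. Red members were higher and blue ones lower in FCGS lesions at an adjusted p under 0.05 in limma. Grey ones passed in neither direction. The paper's term for metabolic pathways has no list of its own. Cell adhesion molecules hold the most red members, 14 of 25, and axon guidance and Rap1 signaling the most blue ones, 8 each. The strongest falls carry no name, so blue members may be missing.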

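Some receptors and ligands of axon guidance fell in FCGS lesions. Of 78 genes of axon guidance, 24 had a name, 8 fell and 1 rose (8 and 1 when adjusted over the list alone; 8 fell and 7 rose with the cat as a block). EPHA4, an ephrin receptor, had a log2 difference of -2.09 (standard error 0.29, adjusted p = 0.022 from limma), and its ligand EFNA5 one of -1.35 (adjusted p = 0.023). SEMA7A, a semaphorin also found on lymphocytes and chosen after its values were seen, rose by 1.17 (adjusted p = 0.038). Of 95 genes of Rap1 signaling, 36 had a name, 8 fell and 7 rose, and the same numbers held when adjusted over the list alone (15 fell and 14 rose with the block). FARP2 had a log2 difference of -2.12 (adjusted p = 0.019), whereas GNAI2, an inhibitory G protein subunit abundant in leukocytes, rose by 1.28 (adjusted p = 0.022). Of 97 genes of Hippo signaling, 18 had a name, 3 fell and none rose (3 adjusted over the list alone; 6 fell and 5 rose with the block). The 3 were YWHAQ (log2 difference -1.53, adjusted p = 0.024), a 14-3-3 protein, NF2 (-1.24, adjusted p = 0.028), the tumor suppressor merlin, and DLG3 (-1.46, adjusted p = 0.028), a scaffold of cell polarity. Of 44 tight junction genes, 9 had a name and 1 fell (0 adjusted over the list alone, 8 at an unadjusted p under 0.05; 5 fell and 1 rose with the block). TJP1, the scaffold ZO-1, was at -1.13 (adjusted p = 0.092) and did not pass. COL17A1, a collagen that anchors basal keratinocytes, fell by 2.25 on the log2 scale (adjusted p = 0.038), 1 of 3 named among 12 basal keratinocyte markers (1 adjusted over the list alone).
In the axon guidance, Rap1 and Hippo lists together, 33 of 73 named members passed without the cat Bart, and 0 without Jerome, without Sadie or without either library of Sadie (30 to 46 at an unadjusted p under 0.05).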

**Figure 4:**
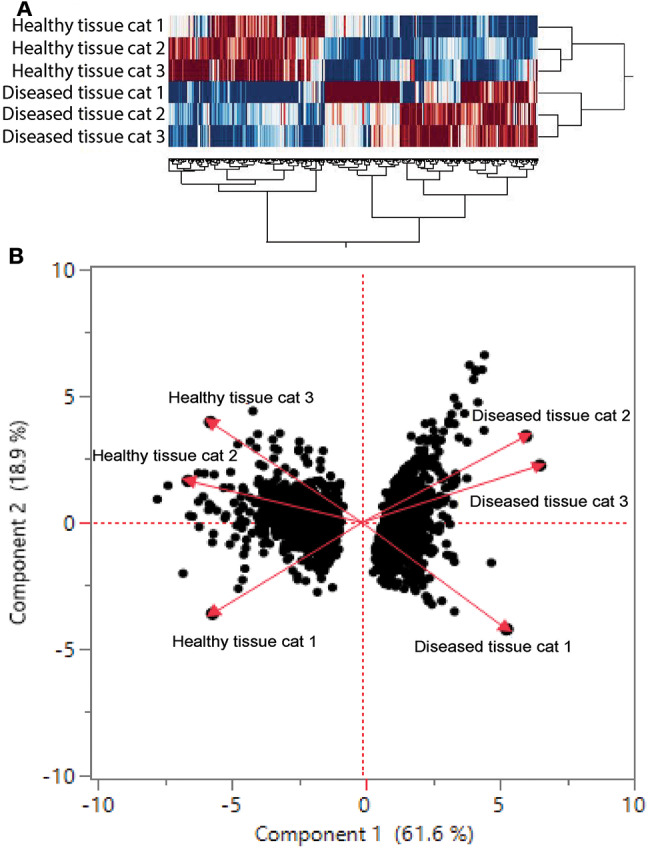
**(A)** Cluster analysis of differentially regulated genes in healthy and diseased tissue from FCGS cats. Note that diseased tissues are clustering differently from healthy. **(B)** Principal component analysis of genes in healthy and diseased cat tissues.

## Discussion

This study is the first to evaluate the histological, immunological, and genetic aspects of FCGS in a comprehensive and combined fashion. We found that CD8+ lymphocytes are dysregulated in FCGS. In addition, we demonstrated that there is a significant increase in effector memory CD8 lymphocytes and a corresponding significant decrease in central memory CD8 lymphocytes in FCGS affected cats as compared to healthy controls. Furthermore, there was a concurrent systemic increase of activated CD8 lymphocytes in FCGS affected cats as compared to healthy controls. In oral mucosal tissues, there was a striking difference in gene expression between FCGS lesions and healthy mucosal tissue. 

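In FCGS lesions, 707 genes were higher and 881 lower than in healthy mucosa at an adjusted p under 0.05, 1588 of the 13327 tested with limma. Of these, 682 had a name, 407 of the higher and 275 of the lower genes (890 and 425 with the cat as a block). NFATC1, a transcription factor activated by T cell receptor signaling, was among them with a log2 difference of 1.46 (standard error 0.24, adjusted p = 0.025), as was PTPRC, which encodes CD45, the antigen carried by all leukocytes, with 2.05 (standard error 0.37, adjusted p = 0.028). Among the lower genes were ENO1, the glycolytic enzyme enolase, with -1.11 (standard error 0.20, adjusted p = 0.028), and VAV3, with -1.41 (standard error 0.22, adjusted p = 0.023). In all 1588 genes the 3 lesions lay on one side of the 3 healthy biopsies, which their choice by the same comparison favours. Over all tested genes, the groups did not overlap in 5142 (38.6%), where chance gives 10%. An exact permutation test of 3 against 3 cannot go below p = 0.10, so single genes were judged by limma alone.
With the cat as a block, which removes differences shared by both biopsies of a cat, 3098 genes passed, 1622 higher and 1476 lower, and they included 1530 of the 1588. The count depended on single libraries: it was 655 without the lesion of Jerome, 1 without that of Sadie, 898 without the healthy mucosa of Bart, 132 without that of Jerome and 9 without that of Sadie.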

Primarily, the genes from diseased tissues clustered together and were significantly different from genes expressed in healthy oral mucosa. The immunohistochemical assessment of FCGS tissues consistently reveled predominance of B-cells which is in contrast to a decrease in B-cells in the circulation. In concert, these findings provide further insights into the FCGS pathogenesis and provide directions for development of targeted treatments to achieve cure.

In general, T cells can be divided into two major subgroups that are characterized by the expression of CD4 or CD8. The primary function of CD4+ cells is in helping to regulate other immune cells through the release of cytokines or by direct cell contact. The subsets of CD4+ helper T cells include T helpers 1, 2, and 17 (Th1, Th2, and Th17, respectively), follicular T cells (TFH), and regulatory T cells (T reg). CD8+ cells are cytotoxic T cells that typically kill target cells infected with viruses, intracellular bacteria, or cells that have undergone neoplastic transformation. Following encounter with the cognate antigen (viral, bacterial, or altered cellular) CD8+ cells undergo clonal expansion and concomitant differentiation into an effector phenotype that is characterized by production of abundant pro-inflammatory cytokines and the ability to kill target cells. A small fraction of these cells acquires a memory phenotype. The memory phenotype confers long-term antigen-independent survival to CD8+ T cells (21). Within this cohort of memory T cells some are equipped with the ability to enter secondary lymphoid tissue (central memory), such as a lymph node or spleen, while others (effector memory) are able to attach to the endothelium and “home” to the sites of inflammation (22) in other organs such as skin, liver, and oral mucosa.

Our histological and immunohistochemical investigation revealed a striking abundance of B cells in the inflammatory infiltrate. Interestingly, the abundance of B cells in the affected mucosal tissues coincided with a decrease in the number of circulating B cells systemically. This altered distribution of B cells in FCGS cats may be explained by mobilization of B cells to the secondary lymphoid organs such as lymph nodes through the influence of proinflammatory cytokines such as IFN gamma and TNF alfa (23). Indeed, lymphadenopathy consistent with lymph node reactivity is a common finding in this disease (1). In FCGS histological specimens, CD4+ and CD8+ immunolabeling revealed approximately equal ratio of these cells in the lamina propria. Our study population consisted of edentulous FCGS patients with chronic inflammation histologically graded as two or three (i.e., cats that did not respond to extraction therapy). The choice of this population stemmed from the knowledge that FCGS affected cats that still have teeth (i.e., before extraction therapy) typically have concurrent moderate to severe periodontitis (24). The presence of both diseases concomitantly could potentially bias and complicate the interpretation of the results. By selecting edentulous cats with FCGS, we narrowed our focus on more “pure” disease. Immunohistochemical analyses were performed on five randomly selected sections with adequate representation of mucosa and submucosa. It is possible that this limited sample size was not fully representative of the disease. One seminal study performed a similar histopathological investigation in FCGS cats (12). The authors reported higher numbers of CD8+ lymphocytes than CD4+ lymphocytes and did not find a predominance of B cells in the histological sections. It is difficult to compare our results to the results reported by Harley at al. because the status of the cat's dentition in the study population was not provided (12).

In FCGS cats, the CD4/CD8 ratio in the peripheral blood was dysregulated and was much lower than in healthy controls (1.00 vs. 1.77, respectively). This is in agreement with our previous studies that demonstrated that FCGS affected cats had a skewed peripheral blood CD4/CD8 ratio due to increased circulating CD8+ cells (9, 10). Specifically, the CD4/CD8 ratio provides a marker of immune activation and immune senescence. In that context, CD4/CD8 ratio might represent a good predictor of host-viral events and a window into the host immune response capabilities (25). It would also be essential to perform a similar evaluation in a cohort of non-edentulous cats with FCGS as it is a more 'virgin' and complex form of the disease. Such a comparison may offer additional information on the pathogenesis of this condition.

We demonstrated, for the first time, a systemic dysregulation of CD8 effector memory and central memory cells in cats with FCGS (Figure 3). These findings suggest unresolved inflammation in which CD8+ T-cells are activated more than once and remain in an activated state. The concurrent reduction in central memory cells supports this concept because central memory cells become effector memory cells when activated more than once by the same antigen. The effector memory T-lymphocytes do not express L-selectin, as they circulate in the periphery and have immediate effector functions upon encountering antigen (26, 27). The predominance of CD8+ T cells in blood and tissue and the shift in these cells to activated effector memory cells is in line with the proposed underlying viral etiology of FCGS, with feline calicivirus being one candidate (4, 28). The definitive role of this virus however could not be established in experimentally induced infections (29). Thus, the search for other pathogens as contributors of antigenic stimuli should continue, particularly in light of transcriptomic data (discussed below). Further exploration of CD8+ T-cell phenotypes, and their functional potency, is warranted in part because normalization of CD8+ T cell numbers was demonstrated to coincide with clinical recovery upon treatment with MSCs (10).

Cells immunoreactive for CD25 and FOXP3 were abundant in diseased tissues of FCGS cats but there were no significant differences in quantity of these lymphocyte subsets in the circulation (Figure 3). The limitation of this study is that CD25 and FOXP3 immunolabeling does not specify if these are CD4+ or CD8+ lymphocyte subsets. Multicolor immunofluorescence (IF) studies are needed to determine if dysregulation of regulatory lymphocytes is present in the inflamed sites. Currently, there is a lack of validated anti-feline antibodies that would consistently work well in both cryopreserved and formalin-fixed paraffin-embedded tissue. This shortcoming precluded semiquantitative IHC assessment. Recent immunological discoveries of the significance of T regs and Th17 T cells in immune-mediated disease (30) further underscore the importance of multicolor IF studies. Examination of FCGS affected tissue with IF will allow quantification of specific lymphocyte subsets and aid in our understanding of this disease.

While the majority of cells had intranuclear FOXP3 labeling, occasional sections had intracytoplasmic localization of this epitope. The significance of this in the context of FCGS remains elusive. It was determined by Weed et al. that intracytoplasmic localization of FOXP3 in the CD4+T cells in oral squamous cell carcinoma was associated with cancer recurrence suggesting enhanced immuno-tolerance (31). An association between FCGS and the incidence of squamous cell carcinoma relative to general feline population has not been reported. However, given the association between chronic inflammation and neoplastic transformation and the relative frequency of squamous cell carcinoma invites such studies in cats. Although not validated for cats due to limitation in available antibodies, recent advances in flow cytometric detection of cytoplasmic vs. intranuclear localization of antigens (32) could offer additional insights into the relevance of cytoplasmic localization of FOXP3 in peripheral blood lymphocytes. Collectively, these findings underscore the importance of detailed investigations of lymphocytic subsets in the diseased tissue in patients with immune-mediated oral inflammation as a thorough understanding of the immunology of these conditions may inform therapy.

Transcriptome analysis revealed differential gene expression between healthy and diseased oral tissues (Figure 4, Supplemental Table 1). Hierarchal cluster analysis and principal component analysis point to upregulated gene expression in areas compatible with disease progression (including several inflammation pathways) with a downregulation of genes associated with metabolic pathways and tight junction formation. 

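Some genes of cholesterol synthesis fell in FCGS lesions. Of 24 genes of this pathway, 12 had a name and 6 fell, with none higher (12 when adjusted over the list alone, 11 with the cat as a block). FDFT1, squalene synthase, had a log2 difference of -1.84 (standard error 0.32, adjusted p = 0.026 from limma). HMGCS1, which makes the substrate of HMG-CoA reductase, was lower by more, with -2.30 (adjusted p = 0.034), and MVK, mevalonate kinase, measured 9.65 ± 6.27 FPKM in lesions against 42.0 ± 2.29 FPKM in healthy mucosa (SD, n = 3 cats each; adjusted p = 0.041). SREBF2, the transcription factor that drives the pathway, had a difference of -1.05 (adjusted p = 0.036). Of 26 genes of epidermal barrier lipids, 5 had a name and 4 fell (4 adjusted over the list alone). ALOXE3, a lipoxygenase of the skin barrier, was at -2.34 (adjusted p = 0.022), and SPTLC3, a subunit of the first enzyme of sphingolipid synthesis, went from 8.70 ± 0.347 FPKM in healthy mucosa to 1.83 ± 0.863 FPKM in lesions (SD, n = 3 each; adjusted p = 0.025). Central energy metabolism was barely covered by names. Of 21 glycolysis genes, 3 had a name and 1, ENO1, fell (1 adjusted over the list alone). Of 41 genes of oxidative phosphorylation, the only one named was NDUFB6, a subunit of respiratory complex I, with -1.17 (adjusted p = 0.053, and 0.024 with the block).
Without the cat Jerome, without Sadie, without either library of Sadie or without the healthy mucosa of Jerome, limma called 0 of the 12 named cholesterol genes (7 to 11 at an unadjusted p under 0.05).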

In agreement with immunohistochemistry, hematology, and immunophenotyping results, genes that were upregulated more than 3–4-fold include genes encoding for cytokines and receptors involved in T and B-cell development, activation, and interaction (IL7R, IL11, MS4A1, CD22, CD37, CD19, IL17). 

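MS4A1, which encodes the B cell antigen CD20, averaged 9.55 ± 4.03 FPKM in FCGS lesions and 0.571 ± 0.555 FPKM in healthy mucosa (SD, n = 3 cats each). Its log2 difference was 3.06 (standard error 0.41, adjusted p = 0.021 from limma). CD22, an inhibitory receptor of B cells, rose by 2.13 (standard error 0.46, adjusted p = 0.038). CD37, a tetraspanin of mature B cells, rose from 13.3 ± 3.64 FPKM to 39.5 ± 6.50 FPKM (SD, n = 3 each; adjusted p = 0.027). IL11, a cytokine of the IL6 family, was higher in every cat, with 72.9 ± 89.2 FPKM against 2.63 ± 1.82 FPKM (SD, n = 3 each; adjusted p = 0.066, and 0.022 with the cat as a block). IL7R, the receptor for the T cell survival cytokine IL7, had log2 differences of 2.30 in Bart, 0.00 in Jerome and 1.99 in Sadie, a mean of 1.43 (standard error 0.51) that passed in neither fit (adjusted p = 0.12, and 0.13 with the block). Of 20 B cell markers, 11 had a name, 5 rose and none fell (8 when adjusted over the list alone, 9 with the block). FCER2, the low-affinity IgE receptor CD23 of B cells, rose by 2.14 (adjusted p = 0.027).
The folds of these genes in Supplemental Table 1 had been seen before. Lower B cell markers may be missing, since the strongest falls carry no name. Without the lesion of Bart 9 of the 11 named B cell markers passed, and without Jerome, without Sadie, without either library of Sadie or without the healthy mucosa of Jerome limma called 0 (6 to 9 at an unadjusted p under 0.05).

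**Figure D3:**
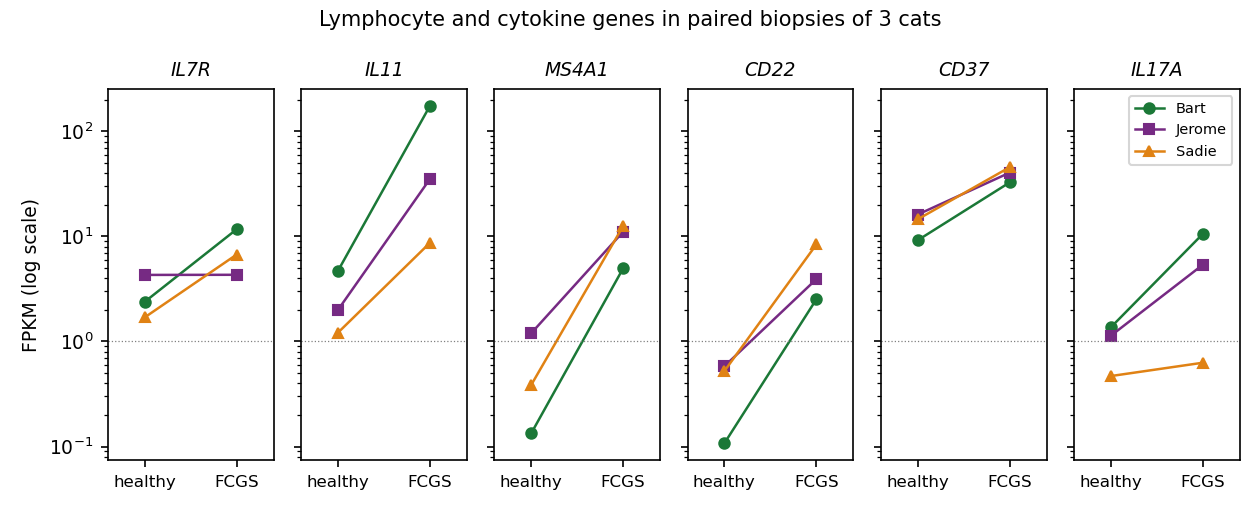
FPKM on a log axis of IL7R, IL11, MS4A1, CD22, CD37 and IL17A in healthy mucosa and FCGS lesion, with a line for each of the 3 cats and the floor of 1 FPKM dotted. The lines of MS4A1, CD22 and CD37 rise in every cat, whereas that of IL7R is flat in Jerome and IL17A lies under the floor in both biopsies of Sadie.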

Among listed cytokines, the upregulation of IL17 gene is intriguing because this cytokine has both protective and pathogenetic role in viral infections (33) and is involved in pathogenesis of immune-mediated inflammatory diseases such as inflammatory bowel disease and multiple sclerosis in human patients (30). 

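IL17A averaged 5.53 ± 4.98 FPKM in FCGS lesions and 0.989 ± 0.465 FPKM in healthy mucosa (SD, n = 3 cats each). The log2 difference was 2.96 in Bart, 2.25 in Jerome and 0.00 in Sadie, where both biopsies lay under the floor of 1 FPKM. Its mean of 1.73 (standard error 0.85) did not pass limma (adjusted p = 0.22, and 0.13 with the cat as a block). Of 12 markers of Th17 cells, the T helper cells that secrete IL17, 6 had a name and 1 rose (1 when adjusted over the list alone, 3 with the block). This was BATF, a transcription factor of activated T cells, with 32.8 ± 3.75 FPKM in lesions and 11.1 ± 3.16 FPKM in healthy mucosa (SD, n = 3 each; log2 difference 1.60, adjusted p = 0.026). BATF kept its call in 3 of the 9 fits that left out 1 library or 1 cat. Its adjusted p reached 0.26 without the cat Sadie, a value that fit also gave to IDO1, CCR1 and TGM2.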

In humans, IL17 is produced by various immune cells including Th17 lymphocytes, CD8 cells T cells, NK cells, NK T cells, mast cells, and neutrophils. Unfortunately, the investigation of IL17/IL23 axis in cats is limited by the lack of species-specific antibodies.

The KEGG pathway term group genes associated with diseases such as Malaria were enriched more than 5-fold. 

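Of 44 genes of the malaria pathway, 23 had a name, 4 were higher in FCGS lesions at an adjusted p under 0.05 from limma and none was lower (3 when adjusted over the list alone, 19 with the cat as a block). The 4 were IL10, an anti-inflammatory cytokine, ITGB2, an integrin chain of leukocytes, PECAM1, an adhesion molecule of endothelial cells and leukocytes, and GYPC, a membrane protein of red blood cells. PECAM1 rose by a log2 difference of 2.17 (standard error 0.46, adjusted p = 0.037), and passed in 2 of the 9 fits that left out 1 library or 1 cat. GYPC did not pass with the block (adjusted p = 0.066). THBS4, a thrombospondin of the matrix, was at 3.09 (adjusted p = 0.060, and 0.022 with the block). The list was written after Supplemental Table 1 had been read, and names exist only for genes at least 2-fold different in the study. Lower members may be missing here and from the pertussis and amoebiasis lists, since the strongest falls carry no name.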

Most of the genes in this group were associated with lymphocyte adhesion, proliferation, and inflammation. Inflammation genes associated with other pathogens such as Amoebiasis, and Pertussis bacterium were upregulated 3- and 2-fold, respectively. 

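The pertussis list held complement and integrin genes that rose in FCGS lesions. Of its 59 genes, 20 had a name, 11 rose and none fell (14 when adjusted over the list alone; 17 rose and 1 fell with the cat as a block). SERPING1, ITGB2, GNAI2 and IL10 had the smallest p-values, all past limma. Of 92 genes of the amoebiasis pathway, 34 had a name, 6 rose and 2 fell (4 and 2 adjusted over the list alone; 19 rose and 3 fell with the block). C8G, a chain of the complement membrane attack complex, rose by a log2 difference of 2.11 (adjusted p = 0.022 from limma). PLCB3, a phospholipase of G protein signaling, had one of -1.54 (adjusted p = 0.022), and LAMB4, a laminin chain, was the other member that fell. Over the malaria, amoebiasis and pertussis lists, 61 distinct genes had a name. Of these 18 passed limma in all 6 libraries (45 with the block) and 25 without the cat Bart. Without Jerome, without Sadie or without either library of Sadie, 0 passed (28 to 39 at an unadjusted p under 0.05).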

A search for potential sources of antigens beyond the immediate suspects such as Bartonella and Feline herpes virus 1 should be considered. Multiple genes associated with CD8 and NK cell differentiation, activation, adhesion, survival, and apoptosis were upregulated (GZMB, CD8A, ITGAL), indirectly supporting a potential role of intracellular infectious agents in the pathogenesis of FCGS. 

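GZMB, which encodes the cytotoxic granule protease granzyme B, averaged 11.4 ± 15.1 FPKM in FCGS lesions and 2.86 ± 3.63 FPKM in healthy mucosa (SD, n = 3 cats each). The log2 differences were 1.83 in Bart, 2.04 in Jerome and 0.00 in Sadie, where both values lay under the floor of 1 FPKM, and the mean of 1.29 (standard error 1.34) did not pass limma (adjusted p = 0.56, and 0.13 with the cat as a block). CD8A, a chain of the CD8 coreceptor, was at 71.4 ± 43.4 FPKM in lesions and 24.3 ± 14.1 FPKM in healthy mucosa (SD, n = 3 each). It was higher in the lesion of every cat, by 1.26, 1.97 and 1.26 on the log2 scale, and passed with the block (adjusted p = 0.024) but not without it (adjusted p = 0.24). ITGAL, the alpha chain of the integrin LFA-1, was likewise higher in every cat, with a mean of 2.10 (standard error 0.69, adjusted p = 0.098, and 0.022 with the block). Of 20 markers of cytotoxic lymphocytes, 10 had a name and 0 passed limma (3 at an unadjusted p under 0.05, 0 adjusted over the list alone), whereas 9 passed with the block. They included GZMA, granzyme A (log2 difference 1.79, adjusted p = 0.094, and 0.022 with the block), and TBX21, the transcription factor T-bet (2.46, adjusted p = 0.14, and 0.022 with the block).
With the block and without the cat Sadie, limma called 0 of all tested genes (3648 at an unadjusted p under 0.05). From such genes of CD8 and NK cells, the paper draws indirect support for a potential part of intracellular infectious agents in FCGS.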

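The 3 cats moved in the same direction in 8419 of the 13327 tested genes (63.2%), where chance gives 25%. Between lesion and healthy mucosa, Jerome and Sadie had the same direction in 79.0% of genes, Bart and Jerome in 73.3% and Bart and Sadie in 72.9%. Across genes, the log2 differences of Jerome and Sadie correlated at r = 0.728, those of Bart and Sadie at 0.685 and those of Bart and Jerome at 0.592 (Pearson; genes are not independent replicates). Bart had 2522 genes at least 2-fold higher and 1886 at least 2-fold lower in the lesion, Jerome 2087 and 1650, and Sadie 2288 and 2081.
Without the cat Bart, 2136 genes passed limma. Without Jerome 0 passed (2436 at an unadjusted p under 0.05), and without Sadie 0 passed (2139). With the cat as a block these counts were 1032 without Bart and 97 without Jerome. Each fit with 2 cats rests on 2 libraries per tissue.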

Although limited to only three FCGS patients, these transcriptome data may serve as a platform for future investigation of the pathogenesis of this disease.

In conclusion, the data from this study highlights the complexity of FCGS in terms of immunology and tissue inflammation. The findings that FCGS is largely a CD8+ disease may inform current and future immunomodulatory interventions. Specifically, it invites further studies evaluating the functional characteristics of CD8+ T cells in FCGS, especially in light of recent reports on association of CD8+ T cell exhaustion and development of immune-mediated disease in humans (34). Also, connecting CD8 T cell function with a reduction in effector CD8 +T cells after MSC therapy may offer important insight on the disruption of injurious immune responses in FCGS (11). In light of recent exciting advances in the cure of FCGS using systemic administration of MSCs, these data may also inform biomarkers predictive of such cures.

## Data Availability Statement

The datasets generated for this study are provided in the Supplemental Table.

## Ethics Statement

The animal study was reviewed and approved by UC DAVIS Institutional Animal Care and Use Committee. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

NV: IHC data acquisition, analysis, interpretation, drafting of the manuscript and final approval of the version to be published. DS: Transcriptome data analysis. BA: Study concept and design, data acquisition and interpretation and drafting of the manuscript. DB: Study design, data interpretation, analysis, drafting of the manuscript and final approval of the version to be published. NT: Data acquisition and analysis, preparation of figures. NW: Data acquisition, interpretation, and analysis, drafting of the manuscript. CG and EB: data acquisition and analysis.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

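RNA was measured in 6 libraries from 3 cats with FCGS, each with 1 biopsy of a lesion and 1 of healthy oral mucosa. The paper gives biopsies of 6 to 8 mm, 200 ng of total RNA per library and 15 cycles of PCR. Conditions and cats came from the sample labels, which name the animals Bart, Jerome and Sadie; the paper's own cat numbers are not mapped to these names. The labels and the paper give different read lengths (single reads of 50 bp and paired reads of 100 bp). They also differ on the site: the labels call the tissue gingival, and the paper places the biopsies beside the palatoglossal folds.

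The authors deposited FPKM values, made for each library with Cuffnorm, for 21529 Ensembl identifiers, all with the status OK. The submitters' processing notes name bcl2fastq, HISAT, Cufflinks and Cuffnorm without versions, and the genome build and annotation are not given in the sources used here. FPKM divides by transcript length and by library size before deposit, so no count model was used. The number of reads per library is not in the files. Among values under 0.1 FPKM, the ratio of 2 libraries takes the same value in 6.9% to 30.1% of 284 to 421 genes per pair (within 0.05 on the log2 scale), with further peaks at multiples of it, as whole reads would give. From the 15 library pairs, the scaling relative to the lesion of Sadie was 1.12 (healthy mucosa of Jerome), 1.17 (lesion of Jerome), 1.29 (healthy mucosa of Sadie), 1.40 (lesion of Bart) and 1.77 (healthy mucosa of Bart). The pair that fitted worst was off by 1.03-fold. These ratios are relative depth only if the values were scaled by reads alone, which the sources do not state. In those genes a read is worth under 0.1 FPKM, well below the floor of 1 FPKM. Gene lengths are not in the files, so whole reads were not recovered. Identifiers listed at 0 numbered 4688 to 4927 per library, and an exact 0 can be a failed estimate.

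Values below 1 FPKM were raised to 1 and log2 was taken, following the header of Supplemental Table 1. The 2-fold count compares the means of these log2 values. Identifiers with at least 1 FPKM in at least 3 of 6 libraries, 13327, were tested two-sided with limma 3.58.1 in R 4.3.3, with tissue as the only term, a mean-variance trend and Benjamini-Hochberg adjustment. The paper's text names no test for single genes. Joins, ratios and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Principal components were taken from the correlation matrix of the libraries and clusters by Ward linkage.

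The labels state that both biopsies of a pair are from the same cat. Deviations from the tissue means correlated between the 2 libraries of a cat, across genes, at 0.49 (Bart), 0.20 (Jerome) and 0.41 (Sadie). Between a lesion and the healthy mucosa of another cat the correlation was -0.44 to 0.27, and the highest, of the lesion of Jerome with the healthy mucosa of Sadie, lay above that of Jerome alone. The libraries are paired by cat because the labels give the same animal, and the fit with the cat as a block is given wherever it changes a call or moves a count by over 1.5 times.

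Ensembl identifiers in the files carry no symbols, and the reference gene table at hand matched 0 of them. Names came from the part of Supplemental Table 1 at hand, 1981 rows that hold symbols with the values of each tissue. The sorted lesion and healthy values of every row, floored at 1, matched exactly 1 identifier to 5 significant digits, and none matched with the tissues swapped. A name was given where at least 3 values lay above the floor and the symbol had not turned into a date (5 had). This named 1929 identifiers, 1292 higher and 637 lower in lesions. A further 328 rows, with the strongest falls, were not used here.

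Most genes named in the text follow a rule set before the data were examined. It takes the genes of the paper's transcriptome text, of its immunolabelled antigens and of the cytokines of its introduction (18 genes, whose folds in Supplemental Table 1 had been seen), the 10 largest rises and falls past the test with the same direction in every cat, and up to 4 members with the smallest p of each of 42 gene lists. None of these 10 largest rises or falls had a name, so the 10 largest with a name were taken, which departs from the rule. CKM, MYLPF, LAMB4, TEC and SEMA7A were named in addition, outside the rule. The lists were written before the data were examined but after Supplemental Table 1 had been read. For a count adjusted over the list alone, members without a name were counted as not passing, with the largest p-value possible. No set test (camera, fry or an enrichment test) was run, because names exist only for genes at least 2-fold different in the study.

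The limma step was tested on simulated data with the real genes. With 200 of 13327 genes changed, it called 34% of those with a log2 change of 2 and 64% of those with 4, and 1 unchanged gene. With 2000 changed, it called 72.2% and 91%, and 11 unchanged genes; with the block the same shares were 77.8% and 94%, and 48 unchanged genes.

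Alternatives tried were log2 of FPKM plus 1 or plus 0.1, other filters on low values, median scaling and quantile normalization, limma without the trend or with robust estimation, the cat as a block, and each library and each cat left out. Samples of the flow cytometry and immunohistochemistry were not analysed here.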

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

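None of the following was among the results planned before the data were examined: each stands out because it lies in genes that the paper's tables at hand and text do not report.

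Of the 2426 identifiers at least 2-fold higher in FCGS lesions, 1330 match a line of Supplemental Table 1 and 1096 do not. Of those 1096, 263 passed limma at an adjusted p under 0.05 (574 with the cat as a block). They carry no gene name here. The 1330 identifiers with a line stand beside the 1331 upregulated genes that the paper counts.

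ENSFCAG00000001966 had a log2 difference of -7.56 (standard error 1.95), from 26580 FPKM in healthy mucosa to 33.3 FPKM in the lesion of Bart, from 80450 to 7276 FPKM in Jerome and from 110300 to 144 FPKM in Sadie. It did not pass limma without the block (adjusted p = 0.057) and passed with the cat as a block (adjusted p = 0.035). It held 6.29% of all FPKM in the healthy mucosa of Sadie and 0.009% in the lesion of that cat. It is 1 of 8 identifiers whose values exceed the upper limit of the filter stated in the header of Supplemental Table 1, and these 8 together held 35.5% to 43.5% of the FPKM of a library.

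ENSFCAG00000028871 had a log2 difference of 7.35 (standard error 1.72, adjusted p = 0.047 from limma, and 0.041 with the block), with 748 ± 354 FPKM in lesions and 26.0 ± 45.0 FPKM in healthy mucosa (SD, n = 3 cats each). It was listed at 0 in the healthy mucosa of Bart and Sadie. Its call was lost with 0.1 FPKM added to every value (adjusted p = 0.070, within a range of 0.022 to 0.32 over the alternatives), and it passed in 1 of the 9 fits that left out 1 library or 1 cat.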

How the results depend on the processing

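The tests that combine a block or quantile normalization with a cat left out, and the count over lines of Supplemental Table 1, were chosen after the result was seen; all other alternatives were set before the data were examined. The 2-fold count of 4202 lay between 3828 and 5184 under the other logarithms, scalings and filters and between 4028 and 4574 with 1 library or 1 cat left out. It was 2081 when every cat had to reach 2-fold, which asks more of each gene, and 1981 over identifiers paired with a line of Supplemental Table 1 at hand. The limma count of 1588 lay between 1246 and 1612 under other logarithms, scalings and estimators, with at least 5 FPKM in 3 libraries and with at least 1 FPKM in 1 library, and was 241 with no filter (the cause was not tested). Leaving out 1 library or 1 cat gave 0 to 2136 genes; the zeros were without Jerome (2436 at an unadjusted p under 0.05) and without Sadie (2139). After quantile normalization, 0 genes passed without Jerome (2424 at an unadjusted p under 0.05) and 0 without Sadie (2101). The principal components held 50.4% and 22.4% over all tested genes in place of 54.9% and 18.0% (the cause was not tested). The clusters placed 6 of 6 libraries with their own tissue in each of the 5 settings tried.

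For the pairing, the fit with the cat as a block called 3098 genes, 52.4% of them higher in lesions against 44.5% without the block. It called 1032 genes without Bart, 97 without Jerome and 0 without Sadie (3648 at an unadjusted p under 0.05). Among 131 genes followed singly, the block ended the call of GYPC and brought 24 past the test, and it changed no other call.

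Of 1703 comparisons of these 131 genes over 13 settings, 0 turned the direction, 603 lost a call and 48 gained one. Without Jerome, without Sadie, without the lesion of Sadie or without the healthy mucosa of Sadie, 94 genes lost it in each. With 1 FPKM added BEX5 and CAMP lost their calls, and SLAMF7 and THBS4 gained one. With 0.1 FPKM added 9 lost theirs (BEX5, BTK, CAMP, CTLA4, ENG, ENSFCAG00000028871, GYPC, REEP4 and TOX), and with quantile normalization BEX5 did. Absolute depth is unknown, so no interval from read counts is given. The planned set tests (camera, fry and the enrichment test, with their alternatives) were not run, because names exist only for genes at least 2-fold different in the study.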

Differences from the paper's values

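The paper counts 2310 genes that differ at least 2-fold, 1331 upregulated and 979 downregulated; here the counts were 4202, 2426 and 1776. The paper states no test for them, and none is used in these counts. Over the 1981 lines of Supplemental Table 1 at hand, the fold computed here differed by over 0.01 on the log2 scale in 0. Of the alternatives set before the data were examined, the one that asks for 2-fold in every cat came within 1.5 times of all 3 of the paper's values, with 2081, 1174 and 907; it is no match gene by gene, since of the 1929 identifiers named from Supplemental Table 1 only 961 met it. The others did not: adding 1 FPKM (3828, 2184 and 1644), adding 0.1 FPKM (5184, 3043 and 2141), the ratio of mean FPKM (4496, 2617 and 1879), median scaling (4196, 2411 and 1785), quantile normalization (4160, 2399 and 1761), at least 1 FPKM in 3 of 6 libraries (3897, 2257 and 1640), and each library or cat left out (4028 to 4574 in all). Counting only identifiers paired with a line of Supplemental Table 1 at hand, an alternative chosen after seeing the values, gave 1981 in all and 1330 higher, within 1.5 times of the paper's counts, and 651 lower, which is not; it drops the paper's genes of the 328 lines not used here.

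Of the genes the paper lists by the size of their upregulation, 6 were compared here; 5 lay within or above the range it gives, from 3.03-fold (CD37) to 16.79-fold (IL11), and IL7R was 2.69-fold higher here, below that range. The same 2.69-fold stands in Supplemental Table 1. The paper calls IL7R, IL11, IL17A, GZMB, CD8A and ITGAL upregulated; limma, which the paper did not use, did not call them; without Bart it called CD8A and ITGAL. With the cat as a block, an alternative set before the data were examined, IL11, CD8A and ITGAL passed (adjusted p = 0.022, 0.024 and 0.022), while IL7R, IL17A and GZMB did not (adjusted p = 0.13 for each). Rap1 signaling stands among the pathways the paper reports for downregulated genes; of its 36 named members here, 8 were lower and 7 higher past limma. The 328 lines with the strongest falls gave no names, so lower members may be missing and this balance cannot be set against the paper's.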

Other observations

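Some markers of macrophages, neutrophils, plasma cells and T cell states rose in FCGS lesions, cells of which the paper describes several in tissue sections. All tests that weigh an explanation below were chosen after the results were seen. Of 21 markers of macrophages and dendritic cells, 15 had a name and 8 rose (13 when adjusted over the list alone, 14 with the cat as a block). MSR1, a scavenger receptor of macrophages, rose by a log2 difference of 2.18 (adjusted p = 0.019 from limma), and CD163, the hemoglobin scavenger receptor, by 2.31 (adjusted p = 0.025). Of 18 neutrophil markers, 8 had a name and 2 rose, among them CAMP by 2.37 (adjusted p = 0.043), with 6 past the test when adjusted over the list alone and 5 with the block. CSF3R, the receptor for the neutrophil growth factor G-CSF, was at 4.29 (adjusted p = 0.065, and 0.022 with the block). Of 18 plasma cell markers, 9 had a name and 1, DERL3, rose (1 adjusted over the list alone, 7 with the block), and TNFRSF17, the receptor BCMA, was at 3.72 (adjusted p = 0.066, and 0.029 with the block). Of 12 markers of regulatory T cells, 7 had a name and 3 rose (6 adjusted over the list alone; 4 rose and 1 fell with the block), with LRRC32 at 2.15 (adjusted p = 0.028). Of 11 markers of T cell exhaustion, 7 had a name and 3 rose (5 adjusted over the list alone and with the block), with the inhibitory receptor LAG3 at 2.27 (adjusted p = 0.030); CTLA4, at 2.26 (adjusted p = 0.041), stands in both lists. Without Jerome, without Sadie or without either library of Sadie, limma called 0 in each of these 5 lists (9 to 13 macrophage and dendritic cell markers, and 2 to 7 in the other 4 lists, at an unadjusted p under 0.05).

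FOXP3, CD3E, CD4, IL6, IL1B and TNF, genes of antigens that the paper labelled in tissue sections or of cytokines it cites from earlier work, did not pass limma in the 6 libraries without the block and did with it. FOXP3 had a log2 difference of 1.30 (adjusted p = 0.080, and 0.027 with the block), CD3E one of 1.46 (adjusted p = 0.12, and 0.022 with the block) and CD4 was higher in every cat (adjusted p = 0.21, and 0.024 with the block). IL2RA, which encodes CD25, was at 1.99 (adjusted p = 0.064, and 0.050 with the block, just above the threshold). IL6 averaged 526 ± 624 FPKM in lesions and 49.2 ± 61.4 FPKM in healthy mucosa (SD, n = 3 cats each; adjusted p = 0.27, and 0.022 with the block). IL1B was at 3.55 (adjusted p = 0.16, and 0.041 with the block), TNF at 1.03 (adjusted p = 0.069, and 0.031 with the block) and IFNG at 1.84 (adjusted p = 0.21, and 0.060 with the block). Of 18 fibroblast markers, 6 had a name and 0 passed (4 at an unadjusted p under 0.05, 5 with the block). Of 29 genes of the type I interferon response, 3 had a name and 0 passed (1 at an unadjusted p under 0.05, 2 with the block). TGM5 was the member that fell of 3 named among 27 suprabasal keratinocyte markers. Salivary gland markers (3 named of 19), stressed keratinocyte markers (2 of 16), mast cell markers (1 of 11) and immediate early genes (1 of 15) had 0 past limma with or without the block (1 salivary marker and 0 of the others at an unadjusted p under 0.05 without it). Eosinophil and basophil markers, Toll-like receptors and proliferation genes had 0 named members and were not tested. S100A8, an alarmin of neutrophils and keratinocytes, was lower in the lesion of every cat, at 6832 against 41370 FPKM in Bart, 16030 against 25490 FPKM in Jerome and 1962 against 5724 FPKM in Sadie (log2 difference -1.60, adjusted p = 0.34).

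The number of genes past limma depended on which cat was left out: 2136 without Bart, 0 without Jerome (2436 at an unadjusted p under 0.05) and 0 without Sadie (2139). In the fit without the block, fewer libraries alone are argued against, since 2136 exceeds the 1588 of all 3 cats. With the cat as a block, 3098 genes passed in all 3 cats, 1032 without Bart and 97 without Jerome. Without Sadie 0 passed (3648 at an unadjusted p under 0.05). Each cat left out lowered the count with the block, so fewer libraries stay open in that fit. The authors' scaling of the libraries is also argued against in the fit without the block. After quantile normalization 0 genes passed without Jerome (2424 at an unadjusted p under 0.05) and 0 without Sadie (2101). A candidate explanation that stays open is that the libraries of Bart lie apart from those of the other cats within each tissue: the median gene's SD within tissues was 0.24 on the log2 scale without Bart, 0.45 without Jerome and 0.42 without Sadie. What sets Bart apart was not tested. The 10 splits of the libraries, of which only 1, the real one, called as many as 1588 (highest other 57, in a split that keeps both libraries of Bart together), and the 4 that part every pair, of which only 1, the real one, called as many as 3098 with the block (highest other 0), are too few for a share under 0.05.

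Skeletal muscle genes were high in some biopsies of either tissue: of 28 listed, 22 had a name, with a median log2 difference of 2.60, and 0 passed limma (0 at an unadjusted p under 0.05, 0 with the block), although 2, MYH7 and NEB, passed without the lesion of Bart. A difference between lesion and healthy tissue alone is argued against, since all 22 were higher in the healthy mucosa of Sadie than in the lesion of Bart. Muscle in part of the biopsies stays open as a candidate explanation. Over the 22 genes, the log2 ratio of the lesion of Jerome to the healthy mucosa of Sadie had an SD of 0.72 around a median of 1.30. That of the lesion to the healthy mucosa of Sadie had an SD of 0.60 around 1.32. The SD that 1 tissue in different amounts would give was not estimated, so these values do not decide the question. MYLPF, a light chain of fast muscle fibers, measured 1043 FPKM in the lesion of Jerome, 779 FPKM in that of Sadie, 374 FPKM in the healthy mucosa of Sadie and 4.16 FPKM or less in the other 3 libraries. Within Jerome and within Sadie the lesion was higher in all 22, and within Bart in 12, so the amount of muscle could differ with the tissue sampled as well as with the cat.

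In the immune and vascular marker lists the named members past limma were higher in FCGS lesions. In the lists of cholesterol synthesis and epidermal barrier lipids the named members past limma were lower. Of epithelial markers too few had a name to tell. The strongest falls carry no name, so lower members may be missing from the immune and vascular lists. A few genes taking most of the FPKM are argued against, since scaling each library by its median kept 96.8% of the 1588 calls. A lower share of epithelium in the lesion biopsies and a change of expression within cells cannot be told apart: the medians of 7 lists of immune, vascular and stromal markers lay 1.35 apart on the log2 scale, from 1.35 to 2.70, but names exist only for genes at least 2-fold different, which sets the lower end of these medians. Infiltration of the lesions by immune cells, which the paper describes from tissue sections, is a biological explanation that was not tested here.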
